A study of Homo sapiens with 6 samples.

How the data were processed

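The assay was real-time PCR, in which each reaction is read as the cycle at which its fluorescence crosses a threshold (threshold cycle, Ct). A lower Ct means more template, and 1 cycle corresponds to 1 doubling at full efficiency. The material was total RNA from archived, formalin-fixed human small intestine, extracted with phenol and chloroform and treated with DNase, and the dye was SYBR green, per the labels' protocols. The assay names end in catalogue-style numbers of a form used for hydrolysis-probe assays, so the detection chemistry is uncertain. Of 380 assays, 377 were named for human microRNAs (1 of them, miR-155, with the species prefix misspelt) and 3 were control assays, namely the small nucleolar RNAs RNU44 and RNU48 and the plant microRNA ath-miR159a. Plates, dates, the panel, the instrument, the Ct threshold and any pre-amplification are not stated in the labels or headers.

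The authors deposited 3 tables over the same assays. The raw table held Ct values, with wells written as undetermined where no Ct was given and 3 wells carrying an asterisk. The asterisked wells held a Ct of 14.711 for miR-431 in replicate 3 of the samples labelled xMD, of 3.864 for miR-502-3p in scrape 1 and of 12.44 for miR-520e in scrape 3. The authors' normalized table had no value for them, and they were treated here as missing. The deposited normalized values were on a log2 scale and equalled one constant per sample minus the Ct, so higher values meant more RNA. The source of the constant is not stated. A search over all 1610564 triples of the 213 human assays and 1 control assay with a Ct in every sample (214 assays in all) found exactly 1 triple whose mean Ct equalled the constant in all 6 samples, namely miR-20a, miR-21 and miR-103. No single assay and no pair did so. The authors' deposited fold table held 3 linear fold ratios per assay, and each equalled 2 raised to the difference of the normalized values of the sample labelled xMD and the scrape with the same number. A missing Ct in either gave no ratio. The tables hold no counts, so the depth behind a value is unknown and no interval or detection floor was computed. The number of samples, 3 per group, limits the precision.

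Groups and replicate numbers were taken from the sample titles. Per the labels the groups were matched, but not which sample was matched to which, so the main test had no pairing and a fit paired by number was an alternative. Choices of test, filter and named assays were made before the data were examined unless stated otherwise. The main test used the deposited normalized values of all 6 samples with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend or robust options, group as the only term) and Benjamini-Hochberg adjustment at 0.05. Undetermined wells were left missing and Ct values of 35 or later were kept as deposited. An assay was tested if its raw Ct was under 35 in all 3 samples of at least 1 group and it had a value in each group. Control assays and the 3 normalizer assays, the latter known only from the search above, were left out. This gave 197 tested assays, of which 182 had a value in all 6 samples and 6 had only 1 value in a group. A further 17 assays passed the detection rule but had no value in one whole group and could not be fitted. In 50 simulated draws of these 197 assays with 40 changed by 3 log2 units, the procedure recovered 95.4% of the changed assays, and 2.75% of its calls were false. The simulated changes were equally many up and down, and errors were drawn independently between assays. The draws held no error of the normalizer shared by all assays of a sample, so these rates do not cover that error.

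An epithelial, a mesenchymal (smooth muscle and fibroblast) and a blood and endothelial list of microRNAs were fixed from general knowledge of cell-type expression. Of 15, 15 and 11 items, the panel held 15, 14 and 9. Each list was tested with limma's fry over tested members with a value in all 6 samples, and with camera with an estimated correlation beside it. Both rest on limma's linear model and are not exact tests. The difference between the mean of the epithelial list and that of the mesenchymal list was taken within each sample, over tested members with a Ct in all 6 samples, and compared between groups with an exact two-sided permutation test. With 3 against 3 samples that test cannot go below 0.1. Exact tests, simulations and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

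The assays named were the 6 with the largest rise and the 6 with the largest fall among those past the adjusted threshold whose groups did not overlap, and up to 4 members per list with the lowest mean Ct. Others are said to have been chosen after their values were seen. The alternatives tried were other normalizers (the mean or the median of assays under Ct 35 in all samples, quantile normalization, raw Ct), other detection limits and filters, the replicate number as a block, trend and robust options, another threshold, and leaving out each sample in turn. Alternatives added after seeing the data were each normalizer assay alone, ath-miR159a as normalizer, undetermined wells set to Ct 40, Ct values limited at 35, and complete assays only. The plan had set Ct values of 35 or later, and missing ones, to 35 wherever raw Ct values were used. The raw Ct, mean, median and quantile alternatives departed from it and were run without that limit. Normalization to the panel's small nucleolar RNAs was planned and not possible, because RNU44 and RNU48 were undetermined in all 6 samples. The tables give no genome build, so no coordinates are printed. Gene neighbourhood was read from a RefSeq gene table of assembly GRCh38.p14, to which 296 of the 377 human assays were matched by name.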

Results

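MicroRNA levels were measured by real-time PCR in 6 samples of human small intestine. Expression microdissection (xMD) uses an antibody stain to lift stained cells from a tissue section, and here the AE1/AE3 antibody against epithelial keratins marked the epithelium. There were 3 samples labelled as xMD epithelial cells and 3 labelled as scrapes of the slide, which carry the whole tissue. The labels state that the groups were matched, without saying which sample was matched to which. The comparison asks how the microRNA content of the selected cells differs from that of the whole section. Several cell-type microRNAs ran against the labels, with epithelial ones lower and smooth muscle ones higher in the first group on the deposited scale (most of the former changed sign on raw Ct), so that group is called "samples labelled xMD" throughout.

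A Ct was recorded for 282 ± 1.0 of 377 human assays in the samples labelled xMD and for 263 ± 16.1 in the scrapes (SD, n = 3 each). A Ct under 35 was recorded for 218, 220 and 221 assays in samples 1 to 3 labelled xMD and for 113, 112 and 106 assays in scrapes 1 to 3. The group means were 219.7 ± 1.53 and 110.3 ± 3.79 detected assays (SD, n = 3), a difference of 109 that exceeded the spread between replicates (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allows). With a limit of Ct 30, the difference was 56.0 assays. Of the recorded Ct values, 22.1% ± 0.685 lay at cycle 35 or later in the samples labelled xMD and 58.1% ± 1.16 in the scrapes (SD, n = 3).

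The mean raw Ct of the 86 human assays under Ct 35 in all 6 samples was 26.2 ± 0.241 in the samples labelled xMD and 30.1 ± 0.136 in the scrapes (SD, n = 3). The difference was -3.90 cycles (exact two-sided permutation test, p = 0.1, the smallest possible), and all 3 samples labelled xMD lay below all 3 scrapes. The median in place of the mean gave a difference of -4.47 cycles. The plant control assay ath-miR159a did not shift in the same way. Its Ct was 28.8 ± 0.182 in the samples labelled xMD and 28.2 ± 0.409 in the scrapes (SD, n = 3). RNU44 and RNU48 were undetermined in all 6 samples.

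**Figure D1:**
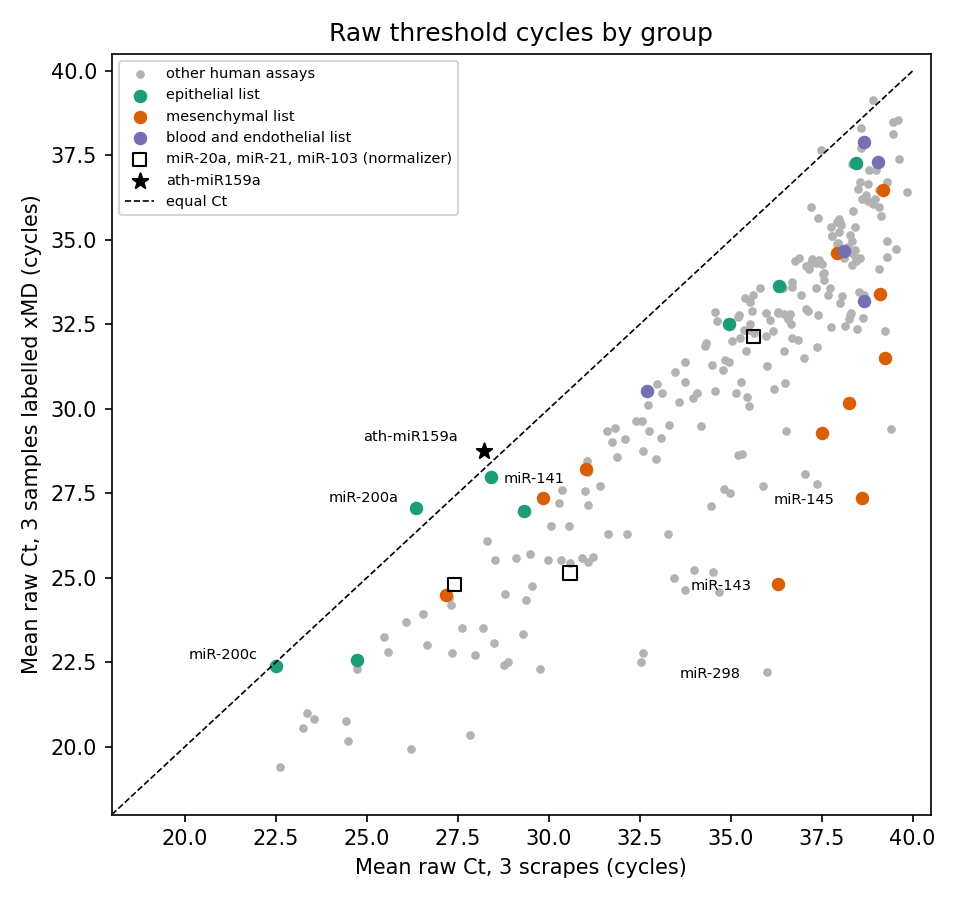
Mean raw threshold cycle of each assay in the 3 scrapes (horizontal axis, cycles) against that in the 3 samples labelled xMD (vertical axis, cycles), for assays with a Ct in both groups; lower means more template. Most human assays lie below the line of equal Ct, whereas miR-200a, miR-200c, miR-141 and ath-miR159a lie close to it.

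Replicates of the samples labelled xMD were close to each other. The SD across assays of the Ct difference was 0.490 cycles between samples 1 and 2 and 1.16 cycles between samples 1 and 3. Between scrapes it was 1.18 cycles for scrapes 1 and 2 and 1.81 cycles for scrapes 2 and 3. Pearson's r across assays, which are not independent replicates, was 0.995 for samples 1 and 2 labelled xMD. It was 0.970 for samples 1 and 3 and 0.971 for samples 2 and 3 labelled xMD. For scrapes 1 and 2 it was 0.964, for scrapes 1 and 3 it was 0.914 and for scrapes 2 and 3 it was 0.908. Apart from samples 1 and 2, the samples labelled xMD were thus about as close as scrapes 1 and 2. No pair held identical values. Each sample was counted separately, although samples 1 and 2 labelled xMD were closer than any other pair. Whether the replicates of a group came from separate tissues cannot be told from these values. The SDs and p-values may therefore cover technical spread only.

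The 3 assays behind the authors' normalizer did not shift alike. Between the scrapes and the samples labelled xMD the Ct of miR-20a differed by 5.44 cycles, that of miR-103 by 3.48 cycles and that of miR-21 by 2.61 cycles, against 3.84 cycles for their mean. In raw Ct, miR-20a was at 25.1 ± 0.897 and 30.6 ± 0.338, miR-103 at 32.2 ± 0.842 and 35.6 ± 0.663 and miR-21 at 24.8 ± 0.181 and 27.4 ± 0.411 in the samples labelled xMD and the scrapes respectively (SD, n = 3).

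On the deposited normalized values, 55 of 197 tested assays differed between the groups at an adjusted p under 0.05 (limma). Of these, 38 were higher and 17 lower in the samples labelled xMD, and 88 assays had an unadjusted p under 0.05. Of the higher calls, 2 rested on a single scrape value. The median log2 fold change over all tested assays was -0.11. All 55 had non-overlapping groups, as did 98 of the 197 tested assays, where chance gives 10% for 3 against 3. The mean Ct in the scrapes was 35 or later for 19 of the 38 higher and 6 of the 17 lower assays. Without sample 1 labelled xMD there were 22 higher and 5 lower (27 in all), without sample 2 labelled xMD 25 and 4 (29 in all), without scrape 1 40 and 6, and without scrape 3 42 and 30. The number and its direction changed with the normalizer. Normalization to miR-20a alone gave 18 higher and 94 lower assays, and to miR-21 alone 82 higher and 3 lower. The largest move came relative to ath-miR159a, where 192 assays were higher and 0 lower (192 at an unadjusted p under 0.05) and the median log2 fold change was 4.25. On raw Ct 191 were higher and 0 lower, with a median of 3.73.

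The largest rises were in miR-298, miR-143, miR-145, miR-455-3p, miR-874 and miR-339-5p. The normalized log2 value of miR-298 was 5.14 ± 1.16 in the samples labelled xMD and -4.78 ± 0.74 in the scrapes (SD, n = 3). This was a log2 fold change of 9.92 (SE 0.67, limma adjusted p = 3.13e-05). For miR-143 the values were 2.55 ± 0.96 and -5.10 ± 0.24, a log2 fold change of 7.65 (SE 0.54, limma adjusted p = 3.13e-05). miR-145 changed by 7.38 (SE 0.66), miR-455-3p by 6.24 (SE 0.51), miR-874 by 6.18 (SE 0.42) and miR-339-5p by 6.15 (SE 0.44) on the log2 scale, with limma adjusted p-values from 3.13e-05 to 9.44e-05. The scrape Ct of miR-143, miR-145, miR-298 and miR-339-5p was 36.3, 38.6, 36.0 and 39.4 on average. Limiting Ct values at 33 turned the change of miR-339-5p to -0.25. It lowered that of miR-145 to 1.78, of miR-143 to 4.34, of miR-455-3p to 4.57 and of miR-298 to 6.93, and left miR-874 at 6.18. In the authors' deposited table the fold of miR-298 was 1707, 713 and 747 in pairs 1 to 3, and that of miR-143 was 386, 157 and 134.

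The largest falls were in miR-200a, miR-200c, miR-141, miR-524-5p, miR-518a-3p and miR-28-3p, and of these all but miR-200a changed sign on raw Ct and relative to ath-miR159a. The normalized log2 value of miR-200a was 0.30 ± 0.20 in the samples labelled xMD and 4.85 ± 0.52 in the scrapes (SD, n = 3), a log2 fold change of -4.55 (SE 0.43, limma adjusted p = 0.000121). For miR-200c the values were 4.96 ± 0.24 and 8.70 ± 0.36, a log2 fold change of -3.74 (SE 0.40, limma adjusted p = 0.000268). The log2 fold change of miR-141 was -3.43 (SE 0.60, limma adjusted p = 0.00453). Those of miR-524-5p, miR-518a-3p and miR-28-3p were -2.15, -1.80 and -1.73, with limma adjusted p-values of 0.00749, 0.0394 and 0.0198, and all 3 passed the threshold no longer after normalization to miR-21 or to miR-103 alone. When each sample was left out in turn, miR-518a-3p and miR-28-3p each lost the threshold in 3 of 6 fits and miR-524-5p in 0 of 6. On raw Ct the first 3 assays moved by less than 1 cycle. The raw Ct of miR-200c was 22.4 ± 0.424 in the samples labelled xMD and 22.5 ± 0.284 in the scrapes, that of miR-141 was 28.0 ± 0.426 and 28.4 ± 0.977, and that of miR-200a was 27.1 ± 0.798 and 26.4 ± 0.448 (SD, n = 3). In the authors' deposited table the fold of miR-200a was 0.0377, 0.0597 and 0.0349 and that of miR-200c was 0.0705, 0.117 and 0.0510 in pairs 1 to 3.

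All 7 fitted members of the epithelial list were lower in the samples labelled xMD on the deposited scale, with log2 fold changes from -4.55 to -1.16, but the median of the list was 2.16 on raw Ct and 2.68 relative to ath-miR159a. Of these, 6 passed the adjusted threshold over all assays tested, and 6 did so when adjusted over the list alone. The median log2 fold change was -1.69 (limma's fry, p = 0.00109), and camera with an estimated correlation gave p = 0.0928. With other normalizers the camera p of this list ranged from 0.0136 on raw Ct to 0.228 relative to miR-20a and was under 0.05 in 4 settings, each time as lower than the other assays. Besides the members named above, miR-200b changed by -1.69 (SE 0.49, limma adjusted p = 0.0372) and miR-192 by -1.51 (SE 0.46, limma adjusted p = 0.0403). Both fell short of the threshold after normalization to miR-21 or to miR-103 alone, and miR-200b also after quantile normalization. When each sample was left out in turn, miR-192 lost the threshold in 5 of 6 fits (limma adjusted p-values from 0.0317 to 0.146) and miR-200b in 3 of 6 (from 0.0414 to 0.0966). Another member, miR-375, went the other way. Its Ct was 33.2 ± 1.18 in the samples labelled xMD (SD, n = 3) and undetermined in all 3 scrapes, and with the scrapes set to Ct 40 its log2 fold change was 2.94. Of the 15 items, 4 had no Ct in any sample, namely miR-182, miR-194, miR-205 and miR-429. For these the values do not tell low abundance from a failed assay.

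The mesenchymal list went both ways. Of its 10 fitted members 6 were higher and 4 lower in the samples labelled xMD. Over all assays tested 5 were called higher and 0 lower, and 1 of the 5, miR-1, had a single scrape value. Adjusted over the list alone, 6 were called higher and 1 lower. The median log2 fold change was 2.81 over the 10 and 1.42 over the 6 members with a value in all samples. On those 6 the set tests ran (limma's fry, p = 0.00956; camera with an estimated correlation, p = 0.413). Beside miR-143 the most abundant members were miR-214, miR-100 and miR-10b. Their log2 fold changes were -1.16 (SE 0.76), -1.35 (SE 0.45) and -1.05 (SE 0.98), with limma adjusted p-values of 0.265, 0.0568 and 0.441. All 3 changed sign on raw Ct and relative to ath-miR159a, and miR-10b also did so without sample 3 labelled xMD (0.10). In 8 other alternatives, among them the mean, median and quantile normalizers, miR-100 passed the threshold as lower. Without scrape 3 both miR-100 (-1.67) and miR-214 (-2.03, limma adjusted p = 0.0204) did so, whereas miR-214 was at -0.46 without scrape 1. Over the 3 members under Ct 35 in all 6 samples the median was -1.16 (limma's fry, p = 0.152; camera with an estimated correlation, p = 0.468). With Ct values limited at 33 the median of the list was -1.03.

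Only 3 members of the blood and endothelial list could be fitted. The log2 fold change was -1.67 (SE 0.64) for miR-486-5p, 1.63 (SE 0.59) for miR-126, with a single scrape value, and -0.39 (SE 0.42) for miR-155. Over all assays tested 0 were called, and 2 had an unadjusted p under 0.05. In 6 alternatives each, besides the fits that left out a sample, miR-486-5p passed the threshold as lower and miR-126 as higher. The opposite direction also passed it. miR-486-5p did so as higher on raw Ct (2.17) and relative to ath-miR159a (2.69), and miR-126 as lower at the limit of Ct 35 (-2.04). Adjusted over the list alone, 2 were called, 1 higher and 1 lower. The median was -0.39 over the 3 and -1.03 over the 2 members with a value in all samples, on which the set tests ran (limma's fry, p = 0.0278; camera with an estimated correlation, p = 0.355). On the deposited values none of the 3 lists was under 0.05 with camera. Without scrape 1 the median was -0.18, without scrape 3 it was -1.17, and on raw Ct it was 3.45.

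Any constant per sample, as in the deposited normalization, cancels from the difference between the epithelial and mesenchymal lists within a sample. That difference was not computed after quantile normalization. Over 7 epithelial and 6 mesenchymal members it was -0.30 ± 0.48 log2 units in the samples labelled xMD and 4.75 ± 0.44 in the scrapes (SD, n = 3). The difference between the groups was -5.06 log2 units (exact two-sided permutation test, p = 0.1, the smallest possible), and all 3 samples labelled xMD lay below all 3 scrapes. Over the 5 and 3 members under Ct 35 in all samples, the difference between the groups was -1.79, with 1.29 ± 0.60 in the samples labelled xMD and 3.08 ± 0.80 in the scrapes (SD, n = 3), and the groups still did not overlap.

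**Figure D2:**
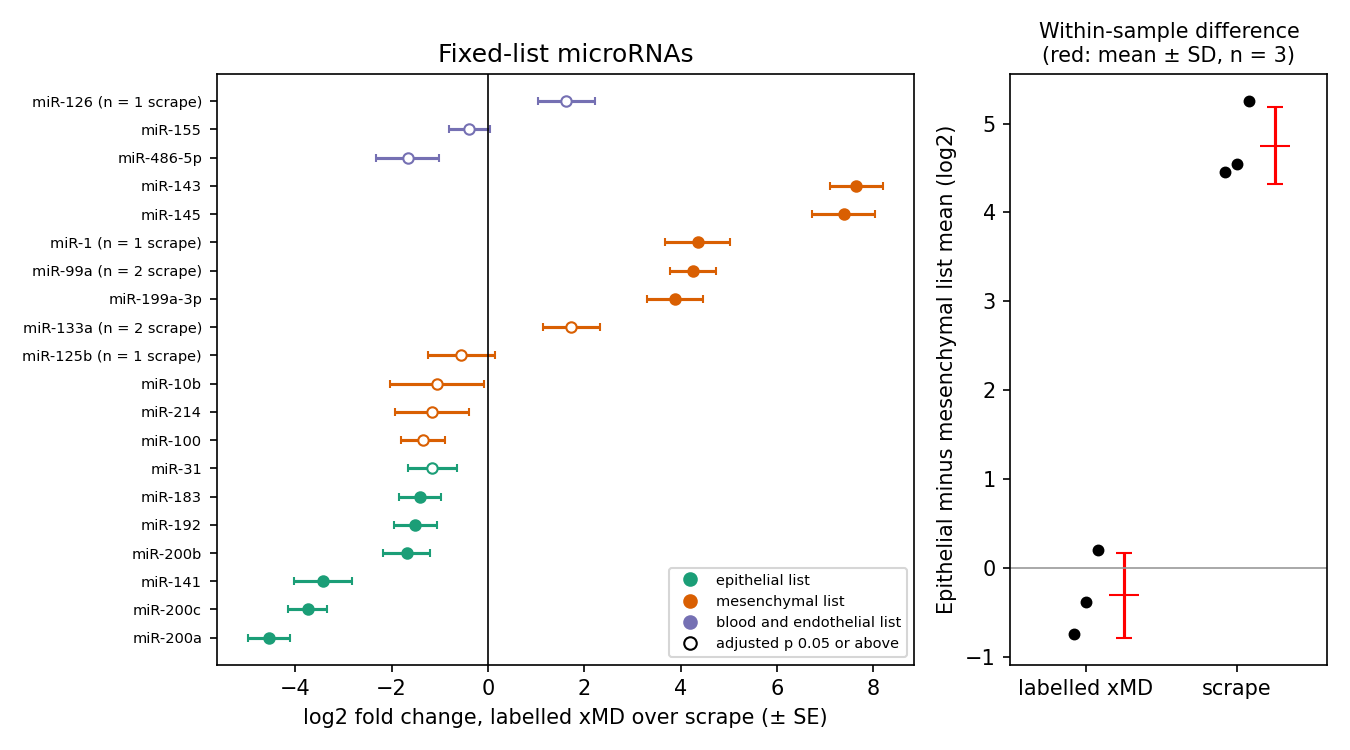
Left, log2 fold change with its standard error (horizontal axis, samples labelled xMD over scrapes, deposited normalized values) of each fitted member of the 3 fixed lists; filled points have a limma adjusted p under 0.05. Right, mean of the epithelial list minus mean of the mesenchymal list in each sample (vertical axis, log2 units), which is -0.30 on average in the samples labelled xMD and 4.75 in the scrapes.

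Some assays were recorded in one group only, with the asterisked wells taken as missing. A Ct was present in all 3 samples labelled xMD and in no scrape for 28 assays, and in all 3 scrapes and no sample labelled xMD for 10. The earliest of the former, chosen after the values were seen, were miR-101 with a mean Ct of 26.8 and miR-412 with a mean Ct of 27.7. With the scrapes set to Ct 40, an assumed last cycle, their log2 fold changes were 9.40 and 8.45. Across all human assays, 94 had no Ct in any sample labelled xMD and 60 had none in any of the 6 samples.

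The authors' deposited table gave a ratio for 241, 239 and 230 human assays in pairs 1 to 3. The deposited ratio was above 1 for 101, 122 and 78 assays and below 1 for 140, 117 and 152 assays. The median deposited ratio was 0.709, 1.03 and 0.636. Because these ratios were formed from the same normalized values, their mean on the log2 scale equals the limma fold change by algebra for assays without missing wells. The direction differed for 1 of 197 tested assays, which had missing wells.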

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

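The tests in this part were chosen after the result was seen. The control assay ath-miR159a, for a plant microRNA with no human counterpart, had a Ct in all 6 samples, which drew attention because it is not among the human microRNAs compared and no blank sample was analysed here. Its median Ct was 28.5, with a range from 27.8 to 28.9. It differed by 0.52 cycles between the samples labelled xMD and the scrapes (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allows). Only 83 human assays in the samples labelled xMD and 28 in the scrapes had an earlier mean Ct. With 3 samples per group, no search for outlying samples was made.

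A template of constant amount, such as a spike added to each sample, is a candidate explanation that the values allow: the SD of the 6 Ct values was 0.401 cycles. Non-specific amplification of sample RNA stays open, and the detection chemistry, on which it would depend, is uncertain. Its signal would follow whichever human template it amplified, and 1 of the 86 human assays under Ct 35 in all samples, miR-200a, had a Ct difference of scrapes minus samples labelled xMD (-0.70 cycles) at or below that of ath-miR159a (-0.52 cycles). Whether and when such a template was added is not stated in the labels. No biological explanation was tested.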

How the results depend on the processing

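Alternatives named here as single normalizer assays, ath-miR159a, a limit at Ct 35, undetermined wells at Ct 40 and complete assays were chosen after seeing the data. The main count was 55 assays, 38 higher and 17 lower. The mean of assays under Ct 35 in all samples gave 47 higher and 35 lower, quantile normalization 52 and 23, trend and robust options 45 and 23, assays under Ct 35 in all samples 18 and 20, no filter 38 and 35, undetermined wells at Ct 40 52 and 22, and complete assays 31 and 16. A change of at least 1 log2 unit kept 55. These counts lay within 1.5 times the main one.

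Larger moves came with the median normalizer (97 assays, 34 higher and 63 lower), raw Ct (191, all higher), ath-miR159a (192, all higher), miR-20a (112, 18 higher and 94 lower), miR-21 (85, 82 higher and 3 lower), miR-103 (36, 33 higher and 3 lower) and an adjusted p under 0.10 (83, 49 higher and 34 lower). Limiting Ct values gave 107 at Ct 33 (30 higher and 77 lower), 145 at Ct 35 (38 and 107) and 120 at Ct 38 (49 and 71). The median log2 fold change moved from -0.11 to -0.74 with the median normalizer, 0.16 with quantile normalization, 3.73 with raw Ct, 4.25 with ath-miR159a, -1.71 with miR-20a, 1.11 with miR-21 and 0.25 with miR-103. Of the calls shared with the main setting, 14 of 52 changed sign on raw Ct and 14 of 52 with ath-miR159a, 8 of 43 at the limit of Ct 33 and 4 of 51 at Ct 35. Scaling by one constant per sample moves all assays of a sample together, which by construction gives the changes with another normalizer of that kind. Quantile normalization is not of that kind. It moved miR-200b from -1.69 to -0.85 and miR-192 from -1.51 to -1.70, which are opposite directions. A limit on Ct sets late scrape wells to one value before a constant that was 3.84 cycles larger in the scrapes is added, so it turns late assays downwards by construction.

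The epithelial list changed sign on raw Ct (2.16) and with ath-miR159a (2.68), and its median of -1.69 was not past 0.05 under camera on the deposited values. Camera gave p-values of 0.0260 with the mean normalizer, 0.0150 with quantile normalization, 0.0136 on raw Ct, 0.0361 with miR-21, 0.0519 with the median normalizer, 0.0569 with ath-miR159a, 0.134 with miR-103 and 0.228 with miR-20a, and at most 0.316 (limit at Ct 35), all lower. The mesenchymal list changed sign at the limits of Ct 33 (-1.03) and Ct 35 (-0.70) and over assays under Ct 35 in all samples (-1.16). Without a filter the median was 1.73 over 11 members and -1.05 over the 7 on which the set test ran (fry p of 0.0168). It was no longer past 0.05 with miR-20a alone (1.20 over 10 members, -0.18 over the 6 on which the set test ran) or under camera (2.81 over 10 members, 1.42 over those 6). The blood and endothelial list changed sign with quantile normalization (0.046 over 3 members, but -0.84 over the 2 on which the set test ran), raw Ct (3.45), miR-21 (0.84) and ath-miR159a (3.97), and was not past 0.05 with undetermined wells at Ct 40 (-0.39), miR-103 (-0.031) or camera (-0.39). At the limit of Ct 33 and over assays under Ct 35 in all samples 1 member was left, miR-486-5p (-1.98 and -1.67), and no set test was run. Beyond scaling and the limit on Ct, the cause was not tested.

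The difference in detected assays was 86.7 under Ct 33, 81.7 under Ct 38 and 56.0 under Ct 30. That in mean raw Ct was -4.47 with the median. The within-sample difference of the lists was -1.79 over members under Ct 35 in all samples, -2.93 at the limit of Ct 33 and -3.98 at Ct 38. All of these kept their direction. The share of assays with the direction of the authors' folds was 100% over assays under Ct 35 in all samples, which algebra fixes, and 100% with the mean normalizer. The cause of these moves was not tested.

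Across the 6 fits that each left out one sample, the count ranged from 27 to 74 assays, with 27 without sample 1 (22 higher and 5 lower) and 29 without sample 2 labelled xMD (25 and 4). The split was 57 and 17 without sample 3 labelled xMD, and 40 and 6, 28 and 15, and 42 and 30 without scrapes 1, 2 and 3. The list medians ranged from -1.91 to -1.44 (epithelial), from 2.41 to 3.42 (mesenchymal) and from -1.17 to -0.18 (blood and endothelial). Over the mesenchymal members on which the set test ran the median ranged from 1.22 without sample 2 labelled xMD to 3.90 without scrape 3. The fry p of the blood and endothelial list ranged from 0.0140 to 0.0928 and was above 0.05 without sample 2 labelled xMD or without any one scrape. The difference in detected assays ranged from 107 to 111, that in mean Ct from -3.98 to -3.76 and that of the lists within samples from -5.31 to -4.81.

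Of 445 values of single named assays, 358 kept direction and side of the threshold, 29 were weaker, 27 stronger and 31 changed sign. miR-298, miR-143, miR-145, miR-455-3p and miR-874 stayed higher and past the threshold in each setting in which they were fitted. Sign changes on raw Ct were miR-200c 0.11, miR-141 0.42, miR-524-5p 1.69, miR-518a-3p 2.04, miR-28-3p 2.12, miR-200b 2.16, miR-192 2.34, miR-214 2.68, miR-100 2.49, miR-10b 2.79, miR-486-5p 2.17 and miR-155 3.45. With ath-miR159a they were miR-200c 0.62, miR-141 0.93, miR-524-5p 2.21, miR-518a-3p 2.56, miR-28-3p 2.64, miR-200b 2.68, miR-192 2.86, miR-214 3.20, miR-100 3.01, miR-10b 3.31, miR-486-5p 2.69 and miR-155 3.97. With miR-21 alone they were miR-214 0.075, miR-10b 0.18 and miR-155 0.84. The others were miR-339-5p at the limit of Ct 33 (-0.25), miR-126 at Ct 35 (-2.04), miR-155 with quantile normalization (0.046) and miR-10b without sample 3 labelled xMD, whose values ranged from -1.67 to 0.10 across the fits that each left out one sample.

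The replicate number as a block gave 41 assays, 33 higher and 8 lower, all shared with the 55. The blocked differences were 109 detected assays, -3.90 cycles and -5.06 log2 units (exact sign-flip test over 3 pairs, p = 0.25, the smallest possible). The blocked medians were -1.69, 2.78 and -1.03 for the epithelial, mesenchymal and blood and endothelial lists (fry p of 0.0166, 0.00550 and 0.0377). Of the named assays past the threshold in the fit without the block, miR-200b (limma adjusted p = 0.0530) and miR-192 (limma adjusted p = 0.0763) were not past it with the block. Over all settings the limma adjusted p ranged from 0.000184 to 0.413 for miR-200b and from 0.000723 to 0.717 for miR-192. The low ends came with the opposite sign, on raw Ct for miR-200b (2.16) and relative to ath-miR159a for miR-192 (2.86). Deviations of same-numbered samples from their group means correlated across 213 assays with r of -0.01, 0.12 and 0.08, so this check does not bear out the number as the mark of a pair. The labels state that the groups were matched without naming the pairs, and the authors' folds pair the samples by number.

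Normalization to RNU44 and RNU48 was not run, because both were undetermined in all 6 samples. Wells at Ct 35 or later made up 58.1% of the recorded scrape values, which limits the assays whose change can be measured.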

Other observations

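The within-sample difference of the lists was planned, also over members under Ct 35 in all 6 samples. The other tests in this part were chosen after the results were seen. The epithelial list was low relative to the mesenchymal list in the samples labelled as selected epithelium. Whether the epithelial list itself was lower depended on the normalization, with a median of -1.69 on the deposited scale and 2.16 on raw Ct. For the relative pattern the authors' normalization was argued against, because the within-sample difference of the lists, from which any constant per sample cancels, still differed by -5.06 log2 units without overlap. Late-cycle values were argued against only weakly as the whole cause. Over members under Ct 35 in all 6 samples the difference was -1.79, again without overlap, which chance gives in 10% for 3 against 3. The mesenchymal members left, miR-100, miR-214 and miR-10b, were lower themselves (-1.35, -1.16 and -1.05). miR-200b (-1.69) and miR-192 (-1.51) lay near them. The difference thus rested mainly on miR-200a, miR-200c and miR-141 (-4.55, -3.74 and -3.43). An exchange of the sample labels and a real content of the selected material poor in these epithelial microRNAs both stay open. The list values cannot tell them apart, since both explanations predict the same direction of the list difference. The earlier raw Ct and the larger number of detected assays in the samples labelled xMD were not tested against either explanation. They do not decide, because the values do not separate RNA input from content. Not all members went with either explanation. miR-375 of the epithelial list had a Ct only in the samples labelled xMD, with a log2 fold change of 2.94 if the scrapes are set to Ct 40, and 4 mesenchymal members were lower. miR-215, also of the epithelial list, had a Ct of 36.0 ± 0.504 in the samples labelled xMD (SD, n = 3) and none in the scrapes, with 0.15 at Ct 40. List members recorded in scrapes only were miR-199a-5p (mean Ct 38.7, 3 scrapes) and miR-199b-5p (36.9, 2 scrapes) of the mesenchymal list and miR-96 (38.4, 2 scrapes) of the epithelial list.

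The real split of the 6 samples was 1 of the 10 splits that gave as many called assays, and the other splits gave 0 calls and at most 12 assays at an unadjusted p under 0.05. A fry p as small was found in 1 of the 10 splits for the epithelial list, 2 of the 10 for the mesenchymal list and 1 of the 10 for the blood and endothelial list. The second mesenchymal split set samples 1 and 2 labelled xMD and scrape 1 against the rest (fry p of 0.00642). With 10 splits the share cannot fall below 0.1.

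Raw Ct was lower in the samples labelled xMD in most assays. Uniformly less RNA in the scrapes was argued against as the whole cause, because the shift differed between the 86 assays under Ct 35 in all samples, from -0.70 to 10.1 cycles, with an SD of 2.07 cycles against a median standard error of 0.479 for one shift. The same spread argues against a plate-wide difference in PCR equal in all assays as the whole cause. ath-miR159a shifted by -0.52 cycles when the human assays shifted by 3.90 on average. That 1 assay cannot exclude a difference in PCR, because the origin of its signal is open. An unequal amount of RNA together with unequal content, or a different preparation of the groups, was not tested and stays open. An exchange of the sample labels was not tested against this shift and stays open too.

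There were 34 assays with a Ct in at least 1 scrape and in no sample labelled xMD, against the general shift. Of these, 8 had a Ct under 33 in at least 2 scrapes and were chosen after their values were seen, namely miR-129-3p, miR-29c, miR-362-3p, miR-519c-3p, miR-520f, miR-521, miR-582-3p and miR-876-3p. Of the 8, 3 (miR-362-3p, miR-519c-3p and miR-520f) had no Ct in scrape 3. In scrapes 1 and 2 the Ct of miR-519c-3p was 21.225 and 21.659, the lowest of any human assay in each. That of miR-362-3p was 24.302 and 26.976, and that of miR-520f was 25.49 and 23.605. For these 3 assays a missing Ct came beside early ones in the same group, so a missing Ct alone need not mark low abundance. The cause was not tested. Abundance under the detection limit in the samples labelled xMD stays open for all 34, since a Ct in the scrapes does not give the level there, and no biological explanation was tested. Of the 24 with a Ct in only 1 or 2 scrapes, 21 were missing in scrape 3 only.

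The final digits of the raw Ct values were unevenly spread in 4 samples. A chi-square statistic over all final digits, set against 100000 simulated draws of even digits, gave p = 1e-05 in each of samples 1 and 2 labelled xMD and scrapes 1 and 3, the smallest the draws can give (adjusted 1.5e-05 over 6 samples). In sample 3 labelled xMD and scrape 2 the simulated chi-square p was 0.388 and 0.542. Final digits 2 or 3, expected in 20% of values, made up 44.7%, 37.8%, 46.9% and 43.7% in the former and 23.5% and 20.7% in the latter; these shares were not tested on their own. An instrument or export grid shared by all samples was argued against by the 2 samples with an even spread. The commonest 3 decimals over all 6 samples, 402, occurred in 22 values of scrape 1 and 10 values of sample 1 labelled xMD. The cause was not determined, and no biological explanation was tested.

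Shared transcription of neighbouring microRNA genes was tested as a hypothesis on genes within 10 kb, in a family of 6 tests. The median absolute difference in log2 fold change between neighbours was 1.22, against 1.71 for random pairs (one-sided permutation p = 0.0660, adjusted 0.0990), so it stays open. Mean Ct was closer between neighbours than between random pairs in the samples labelled xMD (3.13 against 4.46 cycles, permutation p = 0.00900, adjusted 0.0180) and in the scrapes (2.06 against 3.38 cycles, permutation p = 0.00370, adjusted 0.0180). Without chromosomes 14 and 19, which hold large clusters, the permutation p was 0.273 in the samples labelled xMD, 0.00820 in the scrapes and 0.630 for the log2 fold change (adjusted 0.328, 0.0180 and 0.630).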
